# Astrocyte Transcriptomics in a Three-Dimensional Tissue-Engineered Rostral Migratory Stream

**DOI:** 10.3390/cells14211646

**Published:** 2025-10-22

**Authors:** Michael R. Grovola, Erin M. Purvis, Andrés D. Garcia-Epelboim, Elizabeth N. Krizman, John C. O’Donnell, D. Kacy Cullen

**Keywords:** astrocytes, transcriptomics, rostral migratory stream, tissue engineering

## Abstract

The glial tube is a longitudinal structure predominantly composed of densely bundled, aligned astrocytes that projects from the subventricular zone (SVZ) to the olfactory bulb. Neural precursor cells (NPCs) generated in the SVZ migrate through this glial tube—referred to as the rostral migratory stream (RMS)—to replace olfactory bulb interneurons in the mammalian brain. RMS astrocytes have distinct morphological and functional characteristics. These characteristics facilitate the unique purpose of the RMS as an endogenous living scaffold directing NPC migration and maturation. However, the transcriptomic factors underlying these unique structure–function attributes versus standard stellate astrocytes have not been examined. We previously developed biofabrication techniques to create the first tissue-engineered rostral migratory stream (TE-RMS) that replicates key features of the glial tube in vivo. We have shown that TE-RMS astrocytes exhibit elongated nuclei, longitudinally aligned intermediate filaments, and enrichment of key functional proteins—cytoarchitectural and surface features characteristic of native RMS astrocytes. In the current study, we performed RNA-seq on TE-RMS astrocytes in comparison to planar astrocyte cultures to identify gene expression patterns that may underlie their profound morphological and functional differences. Remarkably, we found 4,008 differentially expressed genes in TE-RMS astrocytes, with 2076 downregulated (e.g., LOC690251 and *ccn5*) and 1932 upregulated (e.g., *lrrc45* and *cntn1*) compared to planar astrocytes. Moreover, there were 256 downregulated and 91 upregulated genes with >3-fold change. We also conducted analyses of gene sets related to cytoskeleton and nuclear structure, revealing the greatest enrichment of actin-related components. Overall, the TE-RMS offers a platform to study the interplay between transcriptomic and cytoarchitectural dynamics in a unique astrocyte population.

## 1. Introduction

Astrocytes are the most abundant cell type in the mammalian brain and are critical to maintaining homeostasis due to myriad roles, including providing metabolic, trophic, and physical support for neurons, controlling the blood–brain barrier, and regulating the synaptic microenvironment [1,2,3,4]. Astrocytes derive their name from their stereotypical star-shaped morphology and are generally distributed homogeneously in non-overlapping domains throughout the brain [1,5,6]. In contrast, the glial tube is composed of a curious astrocyte subtype marked by aligned, bidirectional, interwoven processes in a dense, rope-like bundle [7,8,9,10]. The glial tube projects longitudinally from the subventricular zone (SVZ) to the olfactory bulb and plays a key role in guiding the migration, maturation, and differentiation of new neurons [11,12,13,14].

In particular, the formation of new neurons in the brain, also known as neurogenesis, occurs in the SVZ and continues throughout adulthood in most mammals [15,16]. In the SVZ, neural precursor cells (NPCs) are generated and can differentiate into neuroblasts that migrate long distances along the glial tube—referred to as the rostral migratory stream (RMS)—to the olfactory bulb, where they integrate into the existing olfactory circuitry as various types of interneurons [13,14,17,18]. Neuroblasts can be diverted from the RMS pathway towards injured brain regions, guided by chemoattractive factors, and can mature into functional neurons of a region-specific phenotype [19,20,21,22,23,24]. Furthermore, functional recovery was found after experimentally enhancing the delivery of neuroblasts from the SVZ into injured brain regions [23,24,25,26,27,28,29,30,31,32,33]. Our research team and others have augmented this redirection of neuroblasts utilizing a variety of tissue engineering and biomaterial strategies [34,35,36].

Specifically, our team developed the first tissue-engineered RMS (TE-RMS), a living, biologically-active scaffold comprising aligned, bundled astrocytes that mimics the endogenous RMS. The TE-RMS has been designed to facilitate the migration of NPCs to target brain regions [9,10,11,12,37,38]. Our previous experiments have demonstrated that the TE-RMS can be fabricated from rat astrocytes or human astrocytes derived from mesenchymal stem cells that naturally exist in the gingiva, that TE-RMS astrocytes express key functional proteins of the endogenous rat RMS (e.g., ezrin and robo2), and that they facilitate migration of immature rat cortical neurons in vitro as well as in vivo post-implantation [12]. Recently, we have also demonstrated that the TE-RMS can direct migration of neuroblasts specifically harvested from the rat subventricular zone [38]. By structurally and functionally mimicking the endogenous RMS, TE-RMS implants may create a migration pathway to injured brain tissue, and thus provide a mechanism for gradual yet sustained neuronal replacement as a regenerative medicine strategy.

TE-RMSs are fabricated within hydrogels using geometric cues (e.g., hollow microcolumns or microchannels) and an extracellular matrix coating (Figure 1A,B) [9,10,11,12,36,38]. This fabrication process induces the self-assembly of dissociated (spherical) astrocytes into three-dimensional, longitudinally aligned bundles (Figure 1C). We have previously shown that the TE-RMS replicates the structure and key protein expression of the endogenous rat RMS. We have also quantified the extent of morphological changes in the bundled, longitudinally aligned TE-RMS astrocytes versus astrocytes in typical planar culture. Specifically, cytoskeletal rearrangement and nuclear elongation were clearly evident in TE-RMS astrocytes, similar to RMS astrocytes in vivo [37]. Relatively recent scientific advances have identified molecular mechanisms initiated by mechanical stress on the cytoskeleton, which may alter nuclear structure and chromosome dynamics [39,40]. These cytoarchitectural adaptations, as cells move from two-dimensional environments into three-dimensional environments, are necessary for the cell body and nucleus to reshape, allowing, for instance, cell migration through the available space [41].

It is evident that RMS astrocytes have distinct morphological and functional characteristics, facilitating their unique purpose as an endogenous living scaffold directing NPC migration and maturation. However, the transcriptomic factors underlying these unique structure–function attributes versus standard stellar astrocytes have not been examined. Accordingly, in the current study, we conducted high-throughput RNA sequencing on TE-RMSs to identify gene expression changes that may have contributed to or resulted from morphological changes and compared expression levels to planar astrocytes in vitro. Then, we performed gene set analysis on annotated gene sets related to cytoskeleton and nuclear structure. We hypothesized that TE-RMS astrocytes would have significant changes to cytoskeletal and nuclear-related genes compared to planar astrocytes due to their altered cytoarchitecture. This study provides insight into the transcriptomic and structural responses of astrocytes following TE-RMS formation. Moreover, this study highlights the TE-RMS as a novel platform to investigate cytoskeletal arrangement and nuclear morphology, while also identifying genetic targets to customize astrocyte populations for potential utility in regenerative applications.

## 2. Materials and Methods

### 2.1. Isolation and Culture of Astrocytes

All procedures described herein adhere to the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at the University of Pennsylvania. Primary cortical astrocytes were harvested from postnatal day 0–1 Sprague–Dawley rat pups (female or male) (Figure 2A). Following dissociation [described previously in [10]], astrocytes were cultured in Dulbecco’s Modified Eagle Medium F12 (DMEM/F12; Gibco, Thermo Fisher Scientific, Waltham, MA, USA; #11330032) supplemented with 10% Fetal Bovine Serum (MilliporeSigma, Burlington, MA, USA; #F0926) and 1% Penicillin–Streptomycin (Gibco #15140122) antibiotics in a cell culture incubator maintained at 37 °C and 5% CO_2_. Astrocyte flasks were passaged with trypsin–EDTA (Gibco #25200056) at 80% confluency to maintain the astrocyte cell lines. Passage 3 astrocytes were split into 3 separate passage 4 sister flasks (Figure 2B,C). Astrocytes at passage 4 were used for TE-RMS fabrication and planar astrocyte plating (Figure 2C–E).

### 2.2. Fabrication of Molds and Hydrogel Microchannels

Fabrication of molds and hydrogel microchannels has been recently described in detail by our group [38]. Briefly, microchannels were fabricated with custom stamps containing 9 channels arranged in a 3-by-3 grid, with wells to connect media away from the channels (Figure 1A). Channels were 4.6 mm long, 0.3 mm wide, and 1.4 mm deep (Figure 1B). The desired channel design was reversed to create printable stamps that would create the channels when stamped into agarose. Stamps were printed in high-temperature resin at the University of Pennsylvania Libraries’ Holman Biotech Commons. Following printing, stamps were carefully removed from their supports, cleansed with deionized water, and autoclaved. Agarose (Sigma #A9539-500G) and phosphate-buffered saline (Gibco #14190136) were mixed to create a 3% weight-by-volume agarose solution that was boiled until it was completely transparent and devoid of bubbles. The agarose was pipetted into 60 mm sterile dishes and spread evenly across the bottom of the dishes prior to stamps being placed into the hot agarose. Once the agarose had hardened, the stamps were removed. Three milliliters of PBS was added to each dish to keep the molds hydrated.

### 2.3. Fabrication of Tissue-Engineered Rostral Migratory Streams and Planar Astrocyte Cultures

Fabrication of TE-RMSs in hydrogel microchannels has been recently described in detail by our group [38]. Briefly, PBS was removed from microchannel molds using a glass Pasteur pipette and vacuum. Channels (Figure 1A) were seeded with cold rat tail type 1 collagen (Advanced BioMatrix, Carlsbad, CA, USA; #5153) diluted in a neutralization buffer containing 50% TE-RMS culture media [a base of Neurobasal media supplemented with 2% B27 (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA; #12587010), 0.25% L-glutamine (Gibco #35050061), 1% G5 supplement (Gibco #17503012), and 1% Penicillin–Streptomycin (Gibco #15140122)], 14.1% cell culture water (Corning Inc., Corning, NY, USA; #25055CM), 0.5X minimum essential media (Gibco #11430030), 25 mM HEPES (Gibco #15630080), 26.2 mM NaHCO_3_ (Gibco #25080094), and 0.5X G5 supplement (Gibco #17503012). Dishes were placed in an incubator at 37 °C and 5% CO_2_ for around 2 h until the collagen completely polymerized to coat the inner walls of the microchannels. During this collagen polymerization period, a flask of 80% confluent astrocytes was passaged with 0.25% trypsin–EDTA (Gibco #25200056), and cells were re-suspended in TE-RMS culture media at a density of 2.5 million cells/mL. Following complete collagen polymerization in the microchannels, astrocytes were seeded into the channels, and dishes were returned to incubate at 37 °C and 5% CO_2_. One hour later, dishes were flooded with TE-RMS culture media and returned to incubate at 37 °C and 5% CO_2_. Under these conditions, astrocytes bundled together with collagen to self-assemble into TE-RMSs (Figure 1C–E). Three sequential TE-RMS fabrication days were required to generate a sufficient quantity of TE-RMSs for RNA sequencing, with 1 T75 flask required for each fabrication day (Figure 2C,D). TE-RMSs at DIV4 after plating were used for all experiments (Figure 2D,F). For planar astrocyte samples, flasks of 80% confluent astrocytes were passaged with 0.25% trypsin–EDTA (Gibco #25200056). Cells were then resuspended in TE-RMS culture media and were plated on top of polymerized 1 mg/mL collagen in 12-well plates at a density of 2.5 million cells/mL in TE-RMS culture media. Planar cultures at DIV4 after plating were used for all experiments (Figure 2E).

### 2.4. Immunocytochemistry

For fluorescent imaging, cultures were fixed with 4% paraformaldehyde for 30 min at room temperature. Planar astrocyte samples were fixed and stained directly on the coverslips on which the cells were grown. For TE-RMS samples, a glass coverslip was coated with 0.002% poly-l-lysine (Sigma #P4707), incubated for 2 h at 37 °C, rinsed 3 times with cell culture water (Corning #25055CM), and left to dry. A small quantity of freshly made collagen (see section detailing fabrication of tissue-engineered rostral migratory streams and planar astrocyte cultures) was placed on the coverslip, and a TE-RMS was carefully extracted from its channel and laid onto the collagen-coated coverslip. Collagen was allowed to dry for 2–3 min prior to fixation. Following rinsing with PBS, cultures were permeabilized with 0.3% Triton X-100 and blocked with 4% normal horse serum for one hour at room temperature. Following rinsing with PBS, TE-RMS and planar astrocyte cultures were incubated in goat anti-glial fibrillary acidic protein (GFAP) antibody (1:1000) (Abcam, Cambridge, MA, USA; #ab53554, RRID: AB_880202) overnight at 4 °C. Cultures were then rinsed and incubated in donkey anti-goat 568 (1:500) (Thermo Fisher Scientific, Waltham, MA, USA; #A-11057, RRID: AB_2534104) and Hoechst solution (1:1000) (Thermo Fisher Scientific #H3570) in the dark for two hours at room temperature. Following secondary staining, cultures were rinsed with PBS, rinsed once with deionized water, then mounted onto glass slides with fluoromount G. The edges of the glass slides and coverslips were sealed with nail polish and allowed to dry in the dark prior to being stored at 4 °C.

### 2.5. Imaging

Phase-contrast images were obtained using a Nikon Inverted Eclipse Ti-S microscope, with digital image acquisition using a QiClick camera interfaced with Nikon Elements Basic Research software (4.10.01). Fluorescent images were obtained using a Nikon A1Rsi Laser Scanning Confocal microscope with either a ×60 or ×100 objective (CFI Plan Apo Lambda ×60 Oil, n.a. 1.40; ×100 Oil, n.a. 1.45).

### 2.6. RNA Extraction and RNA Sequencing

At DIV4 after fabrication, TE-RMSs were visualized with a phase-contrast microscope, and only TE-RMSs that were perfectly bundled—displaying tight bundles of longitudinally aligned astrocytes throughout the channel—were selected for RNA extraction (for additional TE-RMS selection details, see [38]). Bundled TE-RMSs were carefully extracted from their microchannels, immediately placed into RNAlater Solution (Invitrogen #AM7020), and stored at −20 °C (Figure 2F). Planar astrocyte cultures were visualized with a phase microscope to ensure culture integrity prior to RNA extraction.

Preserved TE-RMSs were pooled into one single sample (Figure 2G). Total RNA was extracted from TE-RMS samples and planar astrocyte samples simultaneously using the RNeasy Plus Universal Kit (73404, Qiagen, Hilden, Germany) (Figure 2H). The entire process was repeated 3 times (defined as Run 1, Run 2, and Run 3), facilitating RNA sequencing on 3 distinct TE-RMS and 3 distinct planar astrocyte samples. Quality of RNA was assessed via Bioanalyzer (Agilent, Santa Clara, CA, USA) automated electrophoresis, ensuring an RNA Integrity Number above 8.0 and the presence of 18S and 28S rRNA bands. Extracted RNA was reverse transcribed to complementary DNA, and the sequencing library was prepared using the SMART-Seq mRNA LP (634768, Takara Bio Inc., Kusatsu, Shiga, Japan), a non-stranded preparation for low amounts of total RNA. Sequencing was performed on an Illumina NextSeq 2000 (San Diego, CA, USA) to generate 100-base pair single-end reads with a minimum of 50 M reads per sample, which is sufficient to detect low-expression genes (Figure 2H).

### 2.7. Data Analysis

Fastp was used to qc and trim the sequencing fastq files, and Salmon was used to count the trimmed data against the transcriptome defined in Ensembl v111, which was built on the genome mRatBN7.2 [42,43]. Several Bioconductor (v3.18) packages in R (v4.33) were used for annotation and analysis [44]. The transcriptome count data were annotated and summarized at the gene level using tximeta and biomaRt [45,46]. Count data were analyzed in a paired structure, so that TE-RMSs and planar astrocytes from the same run were considered paired. Paired count data were analyzed using Principal Component Analysis (PCA), and plots were generated with PCAtools [47]. Heatmaps were generated using ComplexHeatmap [48]. Normalizations and statistical analyses were performed with DESeq2 [49]. The false discovery rate was calculated using the Benjamini–Hochberg procedure. Differentially expressed genes were defined as those with an adjusted *p*-value < 0.05. GSEA pathway analysis was conducted using the Molecular Signatures Database (MSigDB) on gene sets related to cytoskeleton and nuclear structure [50,51]. Analysis was performed on annotated genes only. Significance threshold was set at *p* < 0.05.

## 3. Results

To fabricate TE-RMSs, grids of hydrogel rectangular microchannels (Figure 1A,B) were dried and coated with extracellular matrix. Following complete polymerization and drying of the extracellular matrix, the microchannels were seeded with a dense suspension of astrocytes that bundled to form longitudinally aligned TE-RMSs (Figure 1C). This fabrication process, during which astrocytes self-assemble into a three-dimensional TE-RMS, induced profound morphological changes in the astrocytes compared to their counterpart astrocytes in planar culture. Specifically, cytoskeletal rearrangement and nuclear elongation were clearly evident in TE-RMS astrocytes. Phase-contrast microscopy and high-magnification confocal imaging revealed elongated cell nuclei and bidirectional intermediate filament processes in TE-RMSs (Figure 1E), while planar astrocyte samples had round nuclei and intermediate filament processes spread in all directions (Figure 1F–H).

To begin evaluating transcriptomic changes in TE-RMS astrocytes compared to planar astrocytes, we pooled samples for each run, extracted total RNA, assessed RNA quality, and then conducted RNAseq. 

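Total RNA of rat cortical astrocytes was sequenced as 6 libraries, 3 from TE-RMSs and 3 from planar cultures, all at 4 days in vitro, with 1 library of each kind from each of 3 runs. The runs are called July, September and October here, after their labels, which the paper's text does not tie to its run numbers. Each TE-RMS library came from pooled, preserved TE-RMSs and each planar library from fresh wells, so preservation and culture format changed together. The TE-RMSs were also made on 3 successive days and kept only if fully bundled, while planar wells were plated on the last of these days. The kit was non-stranded, so reads of genes that overlap on opposite strands could not be told apart. The authors trimmed the reads with fastp, estimated transcript counts with Salmon against the Ensembl transcriptome of mRatBN7.2 and summarized them by gene with tximeta. The deposited values are estimated counts per gene, given as whole numbers and not normalized. The planar libraries held 70682593 counts in the July run, 70478784 in September and 56483332 in October. The TE-RMS libraries held 54601354, 77277336 and 64537115 counts in the same order, so neither condition was sequenced more deeply in every run. Each run used cells of different animals, and its TE-RMS and planar cultures came from sister flasks of the same cells. The 3 runs were therefore counted as the replicates of each condition. Between libraries of one condition the chi-square per degree of freedom ran from 299 to 418 over the 6 pairs, which includes the differences between animals and preparations. From these counts, the 16331 genes with at least 10 counts in total were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test, with the run as a block and Benjamini-Hochberg adjustment. Log2 fold changes are TE-RMS over planar, and values per library are CPM after that normalization. Table S1 of the paper pairs Ensembl identifiers with gene names, and the 1517 genes of it with the smallest p-values were read here. Other genes are given no name. Tables 1 and 2, which give an Ensembl identifier for 1 gene, and the gene set tables were joined to the counts only through that identifier and these genes.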

A total of 18,304 genes were detected with an approximately 60% alignment rate. This alignment rate, when paired with the >50 M reads per sample, is sufficient for gene-level differential expression, and the 100 bp read length provides sufficient detail for mapping and quantification. 

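The deposited table lists 23940 genes, of which 18303 had at least 1 count in at least 1 library and 12770 had at least 1 count in every library. The planar libraries each had 15569, 16047 and 15473 genes with a count in the July, September and October runs, a mean of 15696 ± 307 (SD, n = 3). The TE-RMS libraries had 14938, 15262 and 13755 genes in the same order, a mean of 14652 ± 793 (SD, n = 3). The planar library had more genes with a count than the TE-RMS library in all 3 runs. With every library thinned at random to the smallest total, the numbers were 15461, 15923 and 15457 for the planar libraries and 14938, 15126 and 13701 for the TE-RMS libraries. A stricter rule of at least 10 counts in at least 3 libraries left 13763 genes.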

From the RNAseq output, we first generated a heatmap with hierarchical clustering using normalized count data of a subset of genes (Figure 3). This heatmap served as a high-level overview of highly expressed genes, and the hierarchical clustering tree diagram helped visualize similarities between specimens. 

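Figure 3 names 59 genes, 26 in its upper and 33 in its lower group, and the column of Table S1 that carries the figure's labels pairs all of them with identifiers. All 26 genes of the upper group had higher CPM in TE-RMS than in planar astrocytes in each of the 3 runs, with log2 fold changes from 1.71 to 5.53 and a median of 2.48. All 33 genes of the lower group had lower CPM in TE-RMS astrocytes in each run, with log2 fold changes from -4.19 to -1.87 and a median of -2.76. The largest adjusted p from edgeR's quasi-likelihood test was 5.22e-05 in the upper group and 4.42e-05 in the lower group. In 24 of the 26 upper genes and all 33 lower genes the 3 libraries of one condition lay wholly above those of the other. Chance separates 3 libraries from 3 in this way, in either direction, for 10% of genes, and 29.3% of the 16331 tested genes were separated. The genes of the figure were selected from the same libraries, so their separation is not an independent test.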

The rows of genes in the upper half of the heatmap had the highest normalized counts for TE-RMS astrocytes, while the genes in the lower half had the highest counts for planar astrocytes. Additionally, the TE-RMS sample columns had many rows of highly expressed genes for all three runs, potentially indicating genes for future analysis. However, gene expression also varies between sample runs within an experimental group (for example, Aldh1ah, Evi2a, and Serpine1), indicating biological variability between sample runs. 

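Aldh1a1, on chromosome 1 of mRatBN7.2 from 218042127 to 218152961, and Evi2a, on chromosome 10 from 64485200 to 64489843, were the upper-group genes whose libraries overlapped between conditions. Aldh1a1 had 188.1 CPM in the July planar library, against 24.1 in September and 55.1 in October, and 873 CPM in the July TE-RMS library, against 118 and 168. Within each run it was higher in the TE-RMS library, by log2 ratios of 2.21, 2.29 and 1.61. Its log2 fold change was 2.04 (standard error 0.19, adjusted p = 3.04e-05 from edgeR's quasi-likelihood test), and without the run in the model its adjusted p was 0.146. Evi2a had 1, 72 and 17 counts in the planar libraries and 25, 2917 and 827 in the TE-RMS libraries, in the order July, September and October. For both genes the difference between runs passed an adjusted p of 0.05 in edgeR's joint test of the run terms, at 5.49e-05 for Aldh1a1 and 0.000166 for Evi2a.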

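Clustering was repeated on log2 CPM of all 16331 tested genes, since genes selected for a difference between the conditions would set the outcome. With Euclidean distance and complete linkage, the first split of the tree put all 6 libraries with their own condition. Distances between TE-RMS libraries ran from 170 to 206, between planar libraries from 140 to 184, and between the TE-RMS and planar library of one run from 158 to 240. The July and September TE-RMS libraries were nearer to the planar library of their run than to either other TE-RMS library, and the October TE-RMS library was nearer to both other TE-RMS libraries. Average linkage in place of complete linkage set only the October TE-RMS library apart at the first split. That counts as 4 of the 6 libraries with their own condition, but it did not part the conditions.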

Through hierarchical clustering, we noted the clustering of all three TE-RMS runs with each other and the clustering of all 3 planar astrocyte runs with each other. This suggested that, even with sample run biological variability, the gene expression patterns of TE-RMSs were more similar to each other compared to planar astrocytes.

We continued our exploratory data analysis through PCA, which processed our large transcriptomic data set and transformed it into smaller sets that still contain the majority of the information. The result of this reduced data set complexity was a simplistic overview that demonstrated clear separation between our experimental groups. The first two PCs of the gene expression data explained over 70% of the variance (Figure 4). PC1 explained 51.49% and PC2 explained 19.76%. 

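In a principal component analysis of log2 CPM of the tested genes, centred and not scaled, PC1 held 36.2% of the variance and PC2 held 25.5%, together 61.7%. The setting that moved these shares most among the 6 libraries was DESeq2's variance stabilizing transformation in place of log2 CPM, which gave 50.2% for PC1 and 19.8% for PC2, together 70.0%.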

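On log2 CPM, the planar libraries scored -53.5, -43.8 and -104.7 on PC1 in the July, September and October runs, and the TE-RMS libraries scored 23.1, 58.6 and 120.3, so no TE-RMS library overlapped a planar one. With 3 libraries in each group, an exact permutation test cannot give a two-sided p under 0.1. The difference between conditions accounted for 79.6% of the sum of squares of the PC1 scores and the difference between runs for 2.03%.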

Along PC1, we saw a clear separation in our experimental groups as TE-RMS samples clustered on the right of the axis, while planar astrocytes clustered on the left side of the axis. 

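On PC2 of the same values, both October libraries scored -86.9. The July libraries scored 41.5 (planar) and 69.6 (TE-RMS), and the September libraries scored 16.7 (planar) and 46.0 (TE-RMS). The runs accounted for 96.6% of the sum of squares of these scores, mainly through the distance of October from the other runs, and the July and September ranges overlapped. On the variance stabilized values the 3 runs did not overlap, with July at 23.1 and 29.5, September at 0.08 and 1.78 and October at -24.3 and -30.2 for planar and TE-RMS.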

Interestingly, PC2 separated our samples according to experimental run, as TE-RMS and planar astrocyte specimens from Run 1 clustered with each other, as Run 2 specimens clustered with each other, and Run 3 specimens clustered with each other. This indicated some gene expression differences between sample runs; however, this PC2 percent variation was smaller and less influential than PC1. 

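The run terms of edgeR's quasi-likelihood model were tested jointly, with the condition in the model, and 525 of the 16331 genes differed between runs at an adjusted p under 0.05. DESeq2's likelihood ratio test of the same terms gave 1281 genes. Summed over all tested genes, differences between runs made up 41.5% of the variance of log2 CPM, differences between conditions 31.8% and the remainder 26.7%. The runs have 2 degrees of freedom in that sum and the conditions 1, and the animals, dates and preparations differed together between runs.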

Overall, our PCA results suggested that the transcriptomic expression data consolidated into PCs can differentiate TE-RMS astrocytes from planar astrocytes.

We performed differential expression (DE) analysis to determine which gene expression differences were statistically significant between TE-RMS astrocytes and planar astrocytes. Compared to planar astrocyte expression, 4008 genes were differentially expressed in TE-RMS astrocytes, with 2076 downregulated genes and 1932 upregulated genes (Figure 5). 

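With the run as a block, edgeR's quasi-likelihood test called 3044 of 16331 genes at an adjusted p under 0.05, of which 1516 were lower and 1528 higher in TE-RMS astrocytes. All 3 runs had the same direction in 99.4% of these genes, against 37.8% of the genes that were not called. Without the block, 1441 genes were called, 733 lower and 708 higher, and all 1441 were also called with it. To check the pairing, each library's deviation from its condition's mean was compared between conditions across genes. The correlation was 0.18 to 0.27 between libraries of the same run and -0.16 to -0.07 between libraries of different runs. DESeq2 with the run as a block, which is the test the methods name, called 4008 genes, 2076 lower and 1932 higher. Both tests called 3032 genes, with no opposite directions, and 976 genes were called only by DESeq2. The smallest p-values among lower genes with the same direction in all runs belonged to Tagln, Pmepa1, Ccn1, Tnfrsf12a and Thbs1, with log2 fold changes from -4.19 to -2.99. Tagln, on chromosome 8 of mRatBN7.2 from 46222472 to 46230668, had 400311, 44488 and 79571 counts in the planar libraries of July, September and October and 22181, 3407 and 3702 in the TE-RMS libraries. Among higher genes they belonged to Akr1b10, Ddit4l, Hmox1, Cat and Slc40a1, with log2 fold changes from 2.85 to 5.53. Akr1b10, which Figure 3 labels Akr1b8, on chromosome 4 from 62997161 to 63010097, had 332, 1876 and 176 counts in the planar libraries and 7717, 100188 and 12220 in the TE-RMS libraries, and its reads can be shared with near-identical aldo-keto reductase genes. All 10 had adjusted p-values of 7.51e-06 or less. The paper takes the genes past its adjusted p threshold as the individual genes that differ between the 2 conditions.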

To examine only the most impactful genes, we applied a cutoff of ±3 fold change (log2), with 256 genes downregulated and 91 genes upregulated. 

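Past the same adjusted p threshold, edgeR's log2 fold change was under -3 for 93 genes and over 3 for 39 genes. With DESeq2 and the run as a block the numbers were 256 and 91, and edgeR's test called 89 of those 256 genes and 37 of those 91. The 126 genes that both tests called had a median DESeq2 mean count of 257, and 29 of them had a library with 0 counts. The 221 genes that only DESeq2 called had a median mean count of 30.9, and 187 of them had a library with 0 counts. Without the block, edgeR gave 55 lower and 25 higher genes. A cutoff of 3-fold on the linear scale gave 520 lower and 182 higher genes.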

Tables below present the top ten downregulated (Table 1) and upregulated (Table 2) genes (All DE results are available in Supplemental Table S1). 

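Ranked by DESeq2's log2 fold change among genes with an adjusted p under 0.05, the 10 most lower genes ran from -10.07 to -7.41 and the 10 most higher genes from 5.87 to 8.28. All 10 of the lower genes had at least 2 libraries with 0 counts, and no library had more than 789 counts of any of them. Of the 10 higher genes, 9 had a library with 0 counts. The direction was the same in all 3 runs for 8 of the lower and 5 of the higher genes. EdgeR's quasi-likelihood test gave 5 of the lower genes and 3 of the higher genes an adjusted p under 0.05, with adjusted p-values up to 0.390 among the lower and 0.463 among the higher genes. In all, 4 names of Tables 1 and 2 are paired with identifiers in Table S1 or in the tables themselves. ENSRNOG00000067245, on chromosome 17 of mRatBN7.2 from 40779112 to 40780051, had 1.79, 0.954 and 2.80 CPM in the July, September and October planar libraries and 0 counts in each TE-RMS library. Against a floor of 3 counts it was at least 39.0-fold lower (adjusted p = 0.00454 from edgeR's test). Cym, on chromosome 2 from 194828739 to 194839096, had 0, 3 and 0 counts in the planar libraries and 115, 641 and 58 in the TE-RMS libraries. By the TE-RMS mean it was at least 87.5-fold higher than the floor (adjusted p = 0.000403). That mean rests mostly on September, at 8.91 CPM against 2.03 in July and 0.914 in October. Without September the bound would be lower. Lrrc25, on chromosome 16 from 18806890 to 18813671, had 3, 13 and 1 counts in the planar libraries and 125, 697 and 228 in the TE-RMS libraries, a log2 fold change of 6.13 (standard error 0.82, adjusted p = 0.000350).

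**Figure D1:**
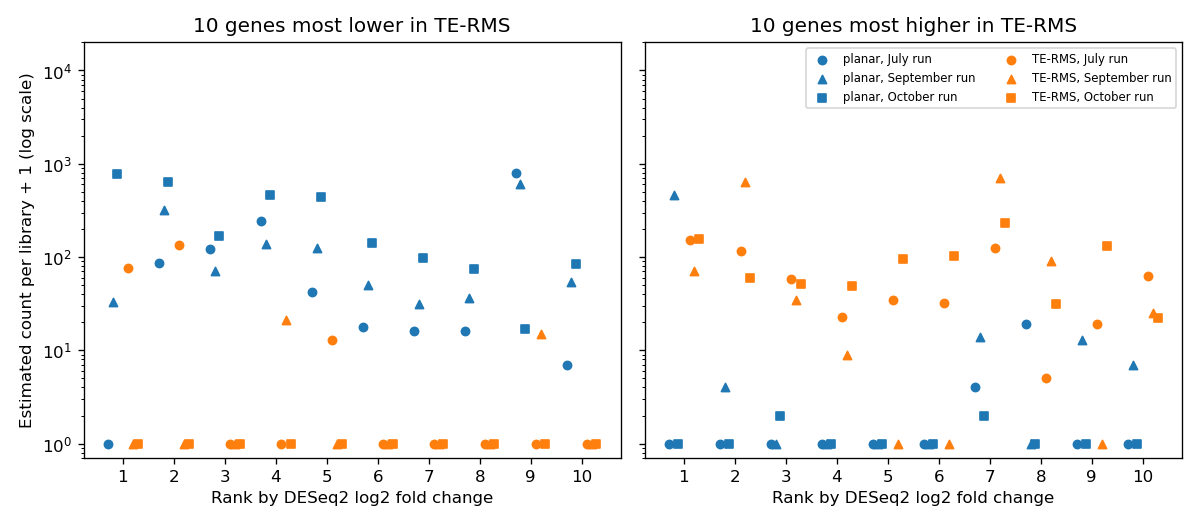
Estimated counts per library, plus 1, on a log scale for the 10 genes most lower (left) and most higher (right) in TE-RMS by DESeq2's log2 fold change. Blue is planar and orange TE-RMS, the marker gives the run, and points at 1 are libraries with 0 counts, of which each lower gene has at least 2.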

We also conducted gene set analysis of Hallmark pathways to provide a broad functional overview of gene set changes between experimental groups (Supplemental Figure S1). Additionally, we examined our DE analysis results for *robo2* and *ezrin* expression, as we have previously reported that the endogenous RMS and TE-RMS astrocytes have enriched Robo2 and Ezrin proteins compared to non-RMS astrocytes in vivo or planar astrocyte cultures in vitro [12]. 

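Ezr (ENSRNOG00000018524, on chromosome 1 of mRatBN7.2 from 46967658 to 47011505) had 104 ± 21.4 CPM (SD, n = 3) in planar and 177 ± 24.7 CPM (SD, n = 3) in TE-RMS astrocytes. Its log2 fold change was 0.78 (standard error 0.16, adjusted p = 0.00501 from edgeR's quasi-likelihood test with the run as a block). The TE-RMS library was higher in each run, by log2 ratios of 0.68 in July, 0.67 in September and 0.98 in October. Without the block the log2 fold change was 0.77 with an adjusted p of 0.0524, and over all alternatives the adjusted p ran from 8.71e-05 to 0.0524. Robo2 is not among the genes of Table S1 that were read, and it was not analysed here by name.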

DE analysis revealed a non-significant increase (1.17 log2 fold) in Robo2 expression (*p* = 0.0791) and a significant increase (0.79 log2 fold) in Ezrin expression (*p* < 0.0001).

Our previous research has shown that the unique morphology of TE-RMS astrocytes mimicked the unique cytoskeletal and nuclear architecture of the endogenous rat RMS [37]. Therefore, we conducted gene set analysis on cellular component sets related to cytoskeleton (Figure 6) and nuclear (Figure 7) structure to identify gene expression changes that may underlie these morphological changes. Using the molecular signatures database, we assessed annotated gene sets for the following: Cytoskeleton, Actin Cytoskeleton, Actin Filament, Microtubule Cytoskeleton, Polymeric Cytoskeleton, Septin Cytoskeleton, Spectrin Associated Cytoskeleton, Nuclear Body, Nuclear Chromosome, Nuclear Envelope Lumen, Nuclear Inner Membrane, Nuclear Lamina, Nuclear Membrane, Nuclear Outer Membrane, Nuclear Periphery, and Nuclear Pore.

From the *p*-values of our DE analysis, we ranked all our genes and generated a local statistic called the rank metric score. This rank metric allowed us to sort our genes so that upregulated genes with small *p*-values were at the top of the list and downregulated genes with small *p*-values were at the bottom of the list. We also generated a running enrichment score for each gene by starting at the top of our ranked gene list and adding to the running sum if the gene is a member of the gene set of interest, or subtracting if the gene is not in that gene set. Finally, the enrichment score was the largest value (positive or negative) achieved during the running sum. This score is normalized depending on the gene set size and labeled as our normalized enrichment score (NES), which allowed direct comparison of all gene sets analyzed. 

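Supplemental Tables S2 to S4 list the members of the Actin Cytoskeleton, Actin Filament and Cytoskeleton sets by symbol. Of their 454, 106 and 332 members, 74, 21 and 52 have a name that Table S1 pairs with an identifier, which is 16.3%, 19.8% and 15.7%. An enrichment score over so few members would be void, and none is reported. The paired members were instead compared, by direction, with the other genes read from Table S1. These genes had been selected for small p-values in the same libraries, so the comparison concerns only their direction. The paired members cannot stand for their sets, and the tests below are void as tests of the whole sets. Of the 74 Actin Cytoskeleton genes, 54 (73.0%) were lower in TE-RMS astrocytes, against 49.3% of the other 1443 genes (Fisher's exact test, two-sided, p = 6.85e-05, adjusted over the 3 sets to 0.000205). Of the 52 Cytoskeleton genes, 35 (67.3%) were lower, against 49.9% of the others (Fisher's exact test, p = 0.0159, adjusted 0.0239). Of the 21 Actin Filament genes, 14 (66.7%) were lower, against 50.3% (Fisher's exact test, p = 0.187, adjusted 0.187). All 21 of these and 30 of the 52 Cytoskeleton genes also belong to the Actin Cytoskeleton set, and genes are not independent replicates. The direction was the same in all 3 runs for each of the 74 Actin Cytoskeleton genes, whose log2 fold changes ran from -6.64 to 4.61 with a median of -1.19. From negative enrichment of these sets and the absence of enriched nuclear sets, the paper raises the possibility that the curvature of the channels gave cues for the expression of cytoskeletal genes while the elongation of the nuclei came from cytoskeletal forces, and it adds that its thresholds may miss small nuclear changes.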

We calculated cellular components that were significantly enriched for Cytoskeleton (332 genes, NES = −1.500, adjusted *p*-value = 0.0142) (Table 3), Actin Cytoskeleton (454 genes, NES = −1.930, adjusted *p*-value < 0.0001) (Table 4), and Actin Filament (106 genes, NES = −1.681, adjusted *p*-value = 0.0034) (Table 5) (Figure 6). 

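The members of the nuclear gene sets were not analysed here. From lists of 19 lamina and LINC complex genes and 30 nuclear pore genes written from gene family names, after the paper's figures had been read, 4 and 2 genes have a name in the part of Table S1 that was read, which is too few for a test of either list. They were selected for small p-values and cannot stand for their families. Lmna, Lmnb1, Emd and Sun2 were lower in TE-RMS astrocytes in each run, with log2 fold changes from -2.95 to -1.07. Lmna, on chromosome 2 of mRatBN7.2 from 173939751 to 173960423, had 754, 635 and 340.4 CPM in the July, September and October planar libraries and 106.8, 88.5 and 92.9 CPM in the TE-RMS libraries (log2 fold change -2.52, standard error 0.22, adjusted p = 2.17e-05 from edgeR's quasi-likelihood test). The pore genes Ndc1 and Ranbp2 were higher in each run, with log2 fold changes of 1.10 and 1.14.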

No gene set was significantly enriched for nuclear structure (Figure 7).

## 4. Discussion

The TE-RMS is a tissue-engineered biological scaffold comprising aligned astrocytes, designed to facilitate NPC migration. Our previous work described morphological changes in astrocytes during their self-assembly into the TE-RMS, specifically cytoskeletal remodeling and nuclear elongation [37]. In the current study, we sought to examine the genetic underpinnings of these morphological changes through RNA sequencing. We found 256 downregulated genes and 91 upregulated genes with over a 3-fold change in TE-RMS astrocytes compared to planar astrocytes. Additionally, we hypothesized that TE-RMS astrocytes would have significant changes in cytoskeletal and nuclear gene sets compared to planar astrocytes, owing to their altered cytoarchitectural and nuclear morphology. Using gene set enrichment analysis, we found significant enrichment for cytoskeleton, actin cytoskeleton, and actin filament gene sets. However, we did not find significant enrichment for any nuclear structure-related gene sets, so we are compelled to partially reject our hypothesis.

RNA sequencing allowed us to map the complex cellular responses and characterize the molecular phenotype of the unique TE-RMS astrocytes. Our higher-level analyses—heatmaps with hierarchical clustering and PCA—demonstrated that TE-RMS astrocytes had observationally distinct expression profiles compared to planar astrocytes. PCA results appeared to partially differentiate between TE-RMS astrocytes and planar astrocytes and, to a lesser degree, the experimental run from which the astrocytes were isolated.

Yet it is through the differential expression analysis that we determined the individual genes that were significantly different between our experimental groups. One of our significantly downregulated genes was LOC690251 (−10.06 fold). LOC690251 is similar to a SUMO/sentrin-specific protease 5, which breaks down SUMO proteins involved in many post-translational modifications and may be required for cell division [52,53]. Downregulation of LOC690251 suggests that astrocyte cell division within the TE-RMS may be minimized, possibly due to the astrocytes prioritizing alignment, cell-cell adhesions, and expression of functional proteins. *ccn5* (−9.05 fold) is a cellular communication network factor relevant to the connective tissue growth factor family and involved in the regulation of cancer progression [54]. *lrfn1* (−8.02 fold), a family of adhesion molecules also known as synaptic adhesion-like molecules (SALMs), is involved in neurite outgrowth and synapse formation in neurons; however, its role in astrocytes has not been established [55]. 

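Lrfn1, on chromosome 1 of mRatBN7.2 from 83682964 to 83761449, had 17, 49 and 140 counts in the July, September and October planar libraries and 0 in each TE-RMS library. Against a floor of 3 counts it was at least 22.9-fold lower in TE-RMS astrocytes by the planar mean (adjusted p = 0.0229 from edgeR's quasi-likelihood test). That mean rests mostly on October, at 2.32 CPM against 0.251 in July and 0.677 in September. Without October the bound would be lower. With the September run left out the adjusted p of Lrfn1 was 0.0603, and with the October run left out 0.144. Ccn5 is not among the genes of Table S1 that were read and was not analysed here by name.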

Downregulation of *ccn5* and *lrfn1* may alter astrocyte adhesion to each other and the ECM, which may benefit the TE-RMS as astrocytes need to align in a bidirectional, tightly coupled pathway with specific adhesion patterns as opposed to the omnidirectional adhesion and communication typical of stellate astrocytes in the brain parenchyma.

One of the significantly upregulated genes included *lrrc45* (8.27 fold), which connects centrosomes during interphase of the cell cycle and organizes microtubules [56]. Centrosome cohesion may affect numerous cellular processes, including cell polarity, motility, and transport—suggesting an important influence on TE-RMS astrocyte motility, bipolar shape, and ability to divide if needed [57]. Another significantly upregulated gene is *cntn1* (7.18 fold), a cell surface adhesion molecule gene. When overexpressed in GFAP-expressing glioblastomas, the molecule creates a repellent effect on glioma cells, which may also play a role in TE-RMS cell organization and alignment [58]. Also, *cntn1* is implicated in inflammatory disorders and may facilitate crosstalk between astrocytes and microglia [59]. Notably, *pah* (6.62 fold) encodes for an enzyme that processes phenylalanine and alters astrocyte and microglia morphology in a *pah* variant-spliced mouse model [60]. Future experiments should assess if *pah*, along with *lrrc45* and *cntn1*, contribute to the bidirectional process filaments characteristic of TE-RMS astrocytes.

We also examined our DE analysis results for *robo2* and *ezrin* expression. Astrocytic Robo2 receptors ensure proper neuroblast migration in the RMS through chemorepulsion, while ezrin is a membrane-cytoskeletal protein expressed at high levels in RMS astrocytes [23,61,62]. We also previously reported that the astrocytes in the RMS in vivo and TE-RMS astrocytes in vitro both have more Robo2 and Ezrin than non-RMS astrocytes in vivo or planar astrocyte cultures in vitro [12]. Interfering with the function of these proteins impedes neuroblast migration through the RMS. In our current analyses, *ezrin* expression was significantly upregulated (*p* < 0.0001), while *robo2* expression was upregulated but narrowly missed the threshold for statistical significance (*p* = 0.0791). *ezrin* upregulation further validates our TE-RMS model with key characteristics of the endogenous rat RMS. While *robo2* expression was not statistically significant, other transcripts related to cell migration, such as *lrrc45* and *cntn1*, are greatly upregulated, suggesting that TE-RMS astrocytes express factors believed to facilitate neuroblast migration. Additionally, Robo2 receptors may undergo post-translational modification to function optimally in the RMS, which would not be reflected in the current study’s approach. Future studies should examine Ezrin and Robo2 gene and protein-level function over time in TE-RMS astrocytes.

Unlike our DE analysis, our gene set enrichment analysis allowed us to examine expression changes in functionally related gene sets. Using the molecular signatures database, we looked at all cellular component gene sets related to the cytoskeleton and nuclear structure and found significantly enriched gene sets for cytoskeleton, actin cytoskeleton, and actin filament gene sets, while no nuclear structure gene sets were significantly enriched. This may suggest that, while the angle of curvature in the agarose channels provided mechanical cues that signal gene expression changes related to cytoskeletal rearrangement, the nuclear elongation observed in RMS and TE-RMS astrocytes may result from cytoskeletal forces and not expression changes with nuclear structure genes. However, subtle nuclear transcriptomic changes could be missed due to statistical thresholds. Additional studies will be needed to differentiate between expression changes contributing to cytoskeletal rearrangement and those that resulted from cytoskeletal elongation, generating forces that act on the nucleus and potentially rearranging chromatin. Additional analyses should further explore chromatin remodeling and individual nuclear envelope-related transcripts to provide insight. Finally, gene expression changes are the primary driver for cell morphology alterations, but other factors, such as post-translational modifications and cellular component distribution, can also independently alter cell morphology.

Following the enrichment analysis, which determines whether an *a priori* defined set of genes shows statistical significance between two phenotypes, we identified over-represented genes within each significant gene set (Table 6). These are genes that are present more than would be expected in our selected gene set data. The over-represented genes in the cytoskeletal gene set were downregulated and include *flna*, which encodes for the actin-binding protein filamin A and serves as a versatile molecular scaffold [63]. 

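Flna, on chromosome X of mRatBN7.2 from 152007758 to 152031052, had 383 ± 276 CPM (SD, n = 3) in planar and 72.6 ± 58.5 CPM (SD, n = 3) in TE-RMS astrocytes, a log2 fold change of -2.48 (standard error 0.18, adjusted p = 7.51e-06 from edgeR's quasi-likelihood test). Its level differed between runs (adjusted p = 0.000514 from the joint test of the run terms), and within each run the log2 ratio was -2.33, -2.80 and -2.30 in July, September and October. Myl9, on chromosome 3 from 145281937 to 145288333, had a log2 fold change of -2.98 (standard error 0.21, adjusted p = 6.97e-06). Myh9, on chromosome 7 from 109343706 to 109424457, had a smaller one of -1.76 (standard error 0.19, adjusted p = 7.98e-05). Synpo, on chromosome 18 from 54026152 to 54102126, was the least abundant of them, at 14.8 ± 4.88 CPM (SD, n = 3) in planar and 1.92 ± 1.64 CPM (SD, n = 3) in TE-RMS astrocytes, with a log2 fold change of -3.20 (standard error 0.40, adjusted p = 0.000208). The genes read from Table S1 include none named Palld. They include Palldl1, on chromosome 16 from 27981354 to 28621337, with a log2 fold change of -2.52 (standard error 0.21, adjusted p = 1.95e-05). All 5 were lower in the TE-RMS library of every run.

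**Figure D2:**
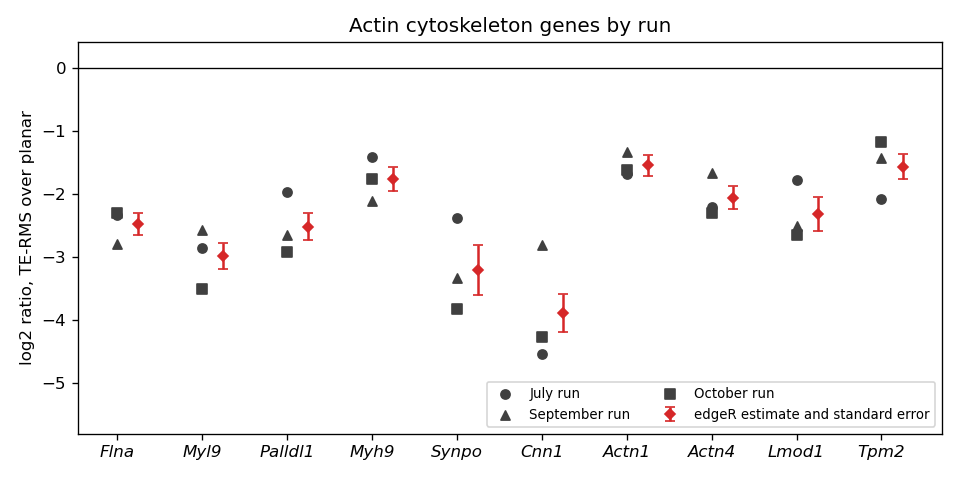
Log2 ratios of TE-RMS over planar CPM for 10 actin cytoskeleton genes. Black markers are the 3 runs and red diamonds edgeR's log2 fold change with its standard error. Every ratio lies under 0, and the estimates run from -3.89 for Cnn1 to -1.55 for Actn1.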

Notably, *myl9* regulates myosin light chain, is highly expressed in astrocytes, and dramatically decreases after small molecule reprogramming of astrocytes into neurons [64]. Additionally, *palld* is involved in actin cytoskeleton organization, and its expression levels vary in astrocytes depending on their morphology [65]. Also, *myh9* is involved in actin-binding and crucial for adhesion and cell migration [66]. Finally, *synpo* encodes synaptopodin, an actin-binding protein that is typically found in postsynaptic densities and dendritic spines in neurons and may protect F-actin from disruption; however, its role in astrocytes is unknown [67].

Within the actin cytoskeleton and actin filament gene sets, we also see *flna*, *myl9*, and *palld* as over-represented genes that are downregulated. Additionally, *cnn1* encodes calponin 1, an actin filament-associated regulatory protein. 

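Cnn1, on chromosome 8 of mRatBN7.2 from 20632338 to 20641098, had 21341, 5824 and 16576 counts in the July, September and October planar libraries and 769, 819 and 903 in the TE-RMS libraries. Its log2 fold change was -3.89 (standard error 0.30, adjusted p = 1.07e-05 from edgeR's quasi-likelihood test). Its paralog Cnn2, on chromosome 7 from 9712516 to 9719656, was more abundant, at 323 ± 165 CPM (SD, n = 3) in planar and 82.5 ± 43.5 CPM (SD, n = 3) in TE-RMS astrocytes, and was lower by a log2 fold change of -1.97 (standard error 0.17, adjusted p = 2.13e-05). Actn4, on chromosome 1 from 84182788 to 84251847, and Actn1, on chromosome 6 from 98998556 to 99093251, had log2 fold changes of -2.06 (standard error 0.18) and -1.55 (standard error 0.17). Salmon divides reads that fit both actinins between them. Lmod1, on chromosome 13 from 46754033 to 46794900, had a log2 fold change of -2.32 (adjusted p = 0.000139), and Tpm2, on chromosome 5 from 57770864 to 57779992, one of -1.57 (adjusted p = 0.000233). Without the run in the model, the adjusted p was 0.115 for Lmod1 and 0.0537 for Tpm2, and both genes differed between runs (adjusted p = 0.00204 and 0.00556 from the joint test of the run terms). Cnn3 was not analysed here by name.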

Calponin isoforms *cnn2* and *cnn3* are expressed in neuronal tissue, while *cnn1* is typically found in smooth muscle cells, so its role in the current study is unclear [68,69]. Notably, *actn1* and *actn4* are alpha-actinin isoforms and belong to the spectrin gene superfamily, which is a group of cytoskeletal proteins [70]. Furthermore, *lmod1* is an actin-nucleating protein that has recently been discovered in astrocytes and neurons [71]. Finally, *tpm2* encodes beta-tropomyosin and is activated by alcohol and heat stress in astrocyte cultures [72].

Overall, these gene set analyses show the high degree of influence of structural protein-related genes that are downregulated in TE-RMS astrocytes. This is unsurprising as we have witnessed stark structural changes in TE-RMS astrocytes; planar astrocytes extend in all directions, while the aligned astrocytes of the TE-RMS take on a bidirectional morphology. Other literature has noted astrocyte cytoskeleton changes in aging astrocytes and during distress, conditions which produce atrophied or hypertrophied astrocytes [73]. These previously described morphologies are distinct from—and unlike—the bidirectional astrocytes of our TE-RMSs, which suggests adaptive remodeling of the cytoskeleton. Furthermore, astrocytic studies specifically focused on impaired actin dynamics note reduced morphological complexity as well as decreased astrocyte infiltration, which results in diminished axonal pruning [74,75].

While the current study was primarily descriptive, the data generated are useful to generate testable hypotheses in future studies. For instance, future studies could genetically alter these actin-related genes to study the effects on cell morphology and function—particularly nucleo–cytoskeletal interactions. Future studies could also test the efficacy of manipulating these genes to enhance the fabrication or function of the TE-RMS. Cell migration assays with and without genetically altered TE-RMSs would inform us of the optimal TE-RMS cytoarchitecture to improve its ability to facilitate neuroblast migration. Integrating proteomic analyses would allow us to verify the protein abundance of our DE genes and examine post-translational modifications. Furthermore, astrocytes exhibit regional and environment-dependent heterogeneity. Future studies should compare TE-RMS astrocytes to in vivo RMS astrocyte transcriptomes to validate the physiological relevance of our model. Finally, our TE-RMS samples were pooled to ensure sufficient RNA, yet this masks biological variability or outliers of individual TE-RMSs. The field is continuously advancing RNA isolation techniques, which we will employ in future studies when available.

## 5. Conclusions

Overall, the current study provides a detailed transcriptomic evaluation of a unique astrocyte-based engineered microtissue compared to planar counterparts. TE-RMS astrocytes demonstrated extensive actin-related gene expression changes, paired with histologically observed cytoskeletal rearrangement and significantly altered nuclear shape. This study highlights the TE-RMS as a novel platform to investigate factors underlying cytoskeletal arrangement, nucleo–cytoskeletal interactions, astrocyte function, and cell migration. Our findings offer an array of genetic targets that can be manipulated to systematically test the underlying mechanisms and/or augment these functions to enhance the efficacy of these living regenerative scaffolds.

## Figures and Tables

**Figure 1:**
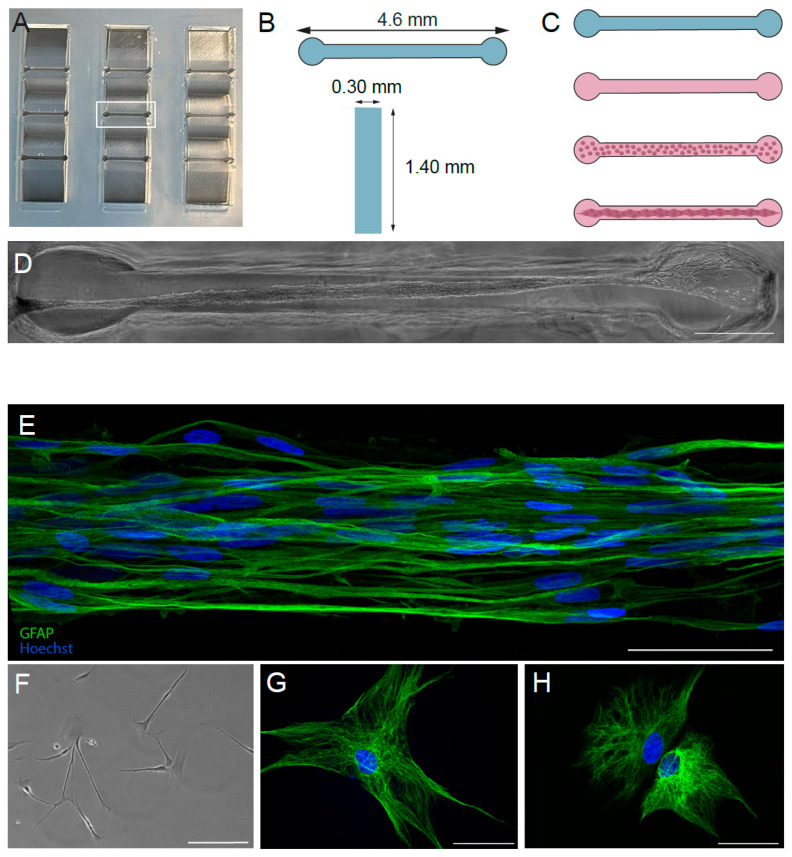
Fabrication and architecture of tissue-engineered rostral migratory streams. TE-RMSs were fabricated in 3 × 3 grids of hydrogel rectangular microchannels (**A**). The central microchannel in the 3 × 3 grid is squared in white (**A**). Microchannels were 4.6 mm long, 0.3 mm wide, and 1.4 mm deep (**B**). To fabricate TE-RMSs, microchannels were dried and coated with extracellular matrix. Following complete polymerization and drying of the extracellular matrix, microchannels were seeded with a dense suspension of astrocytes that bundled into TE-RMSs (**C**). An example of a bundled TE-RMS in a microchannel is shown under phase microscopy (**D**). High-magnification confocal imaging reveals the structure of TE-RMS astrocytes with elongated cell nuclei and bidirectional intermediate filament processes (**E**). Astrocytes are labeled in green with an anti-glial fibrillary acidic protein antibody, and all nuclei are labeled in blue with Hoechst. TE-RMS astrocytes (**D**,**E**) have a distinct architecture compared to planar astrocytes (**F**–**H**). Planar astrocyte samples visible under phase (**F**) and fluorescence microscopy (**G**,**H**) depict astrocytes with round nuclei and intermediate filament processes spread in all directions. Scale bars: 500 µm (**D**), 20 µm (**F**), and 50 µm (**E**,**G**,**H**).

**Figure 2:**
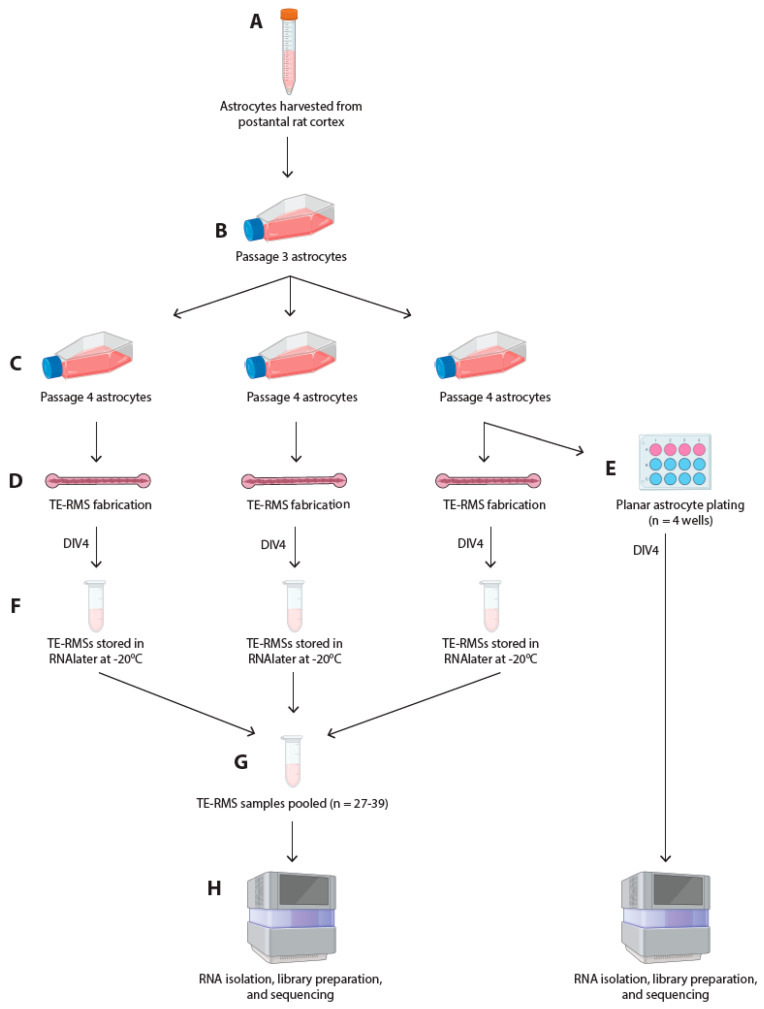
Experimental timeline. Astrocytes were harvested from the postnatal day 0–1 rat cortex (**A**). Cells were cultured in T75 flasks and purified through passaging. Passage 3 astrocytes (**B**) were split into 3 separate passage 4 sister flasks (**C**). Three sequential TE-RMS fabrication days (**D**) were required to generate a sufficient quantity of TE-RMSs for RNA sequencing, with 1 T75 flask required for each fabrication day. On the third sequential day of TE-RMS fabrication, planar astrocytes were also plated in 4 wells of a 12-well plate (**E**). At DIV4, following TE-RMS fabrication, bundled TE-RMSs were extracted from their microchannels, placed in RNAlater, and stored at −20 °C (**F**). Preserved TE-RMSs were pooled into a single sample (**G**). RNA was simultaneously extracted from DIV4 TE-RMS samples (frozen; n = 27–39 TE-RMSs) and DIV4 planar astrocyte samples (fresh; n = 4 wells) (**H**). The entire process represented in this flow chart was repeated 3 times (defined as Run 1, Run 2, and Run 3), facilitating RNA sequencing on 3 distinct TE-RMS and 3 distinct planar astrocyte samples. Astrocytes were harvested from different animals for each repetition.

**Figure 3:**
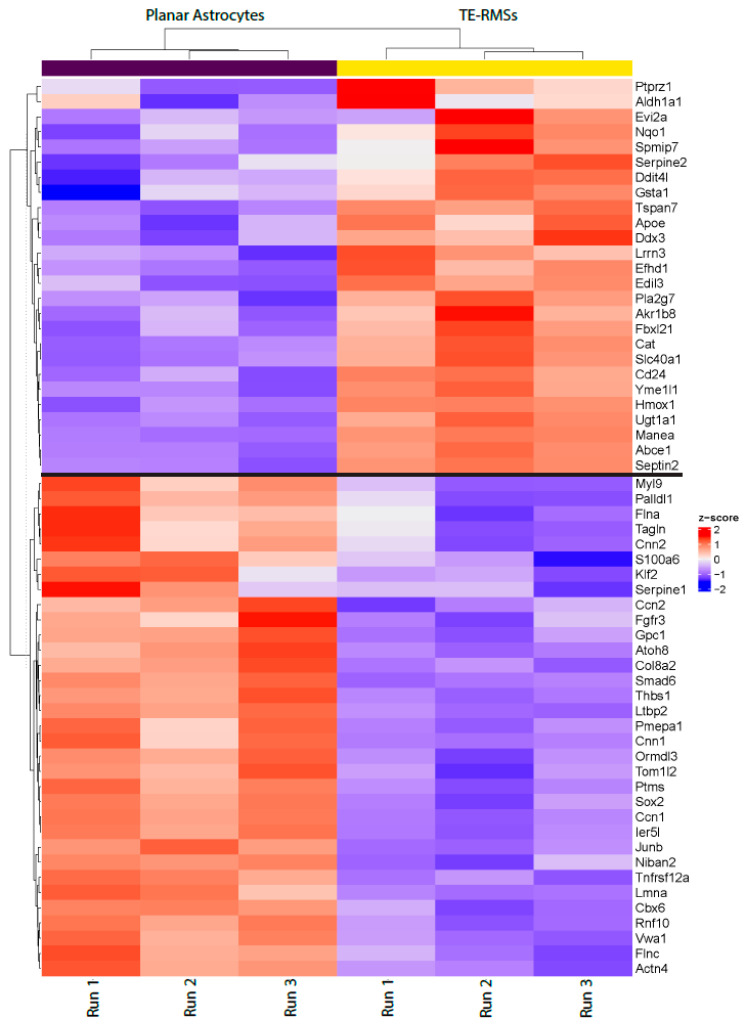
Heatmap with hierarchical clustering. Using normalized count data, we plotted a subset of genes in the upper portion of the graph that had the highest normalized counts for TE-RMSs, while a subset of genes in the lower portion of the graph had the highest normalized counts in planar astrocytes. Specimens are represented by columns, and each gene is represented by a row. Red indicates high expression, and blue indicates low expression. Through the tree diagram, hierarchical clustering demonstrated that TE-RMSs are closely associated with each other, and planar astrocytes are closely associated with each other. Additionally, there are many rows of highly expressed genes in the TE-RMS columns that may indicate gene candidates for future studies.

**Figure 4:**
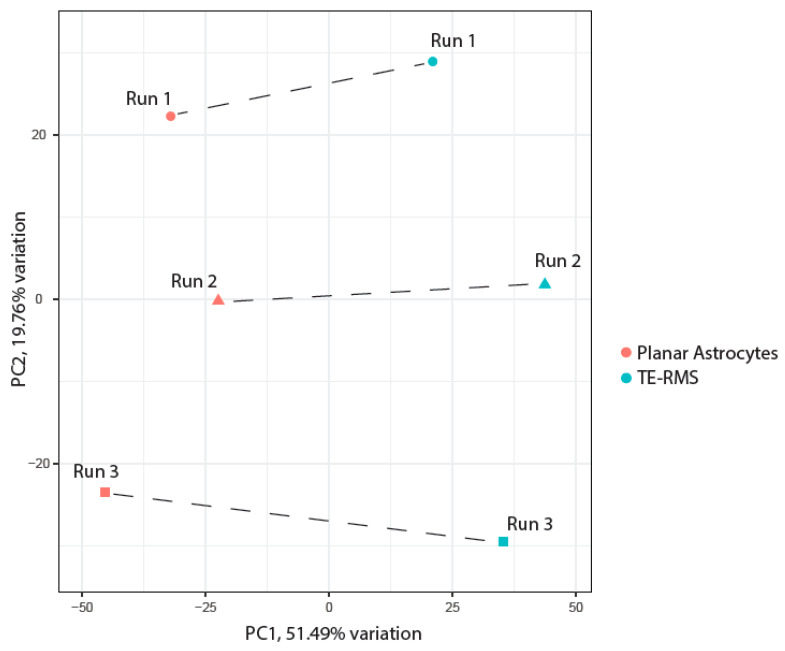
Principal component analysis. The first 2 principal components (PC) are labeled, followed by the percentage of variance explained by each PC. We visualized the close clustering of TE-RMS astrocytes (blue-green colored shapes) versus planar astrocytes (red colored shapes) along PC1 (51.49% variation), and the clustering of experimental runs along PC2 (19.76% variation). These PC analysis results suggested that PCs can differentiate TE-RMS astrocytes from planar astrocytes, as well as experimental runs to a lesser extent.

**Figure 5:**
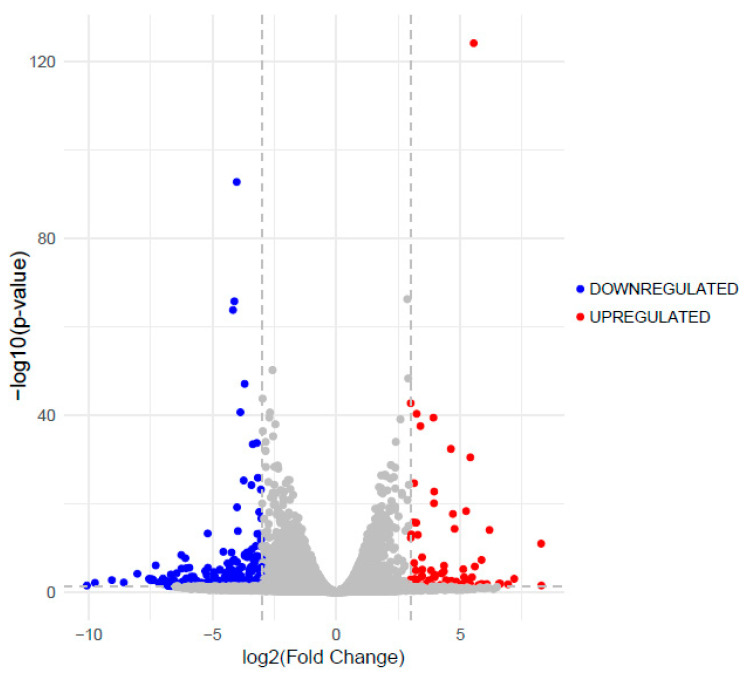
Differentially expressed genes in TE-RMS compared to planar astrocytes. The volcano plot depicts each gene’s −log_10_(*p*-value) and log_2_ fold change. To examine only significant and highly impactful genes, the horizontal dashed line indicates a false discovery rate adjusted *p*-value < 0.05, and the vertical dashed lines indicate a ±3 fold change. A total of 256 downregulated genes (blue dots) and 91 upregulated genes (red dots) met these criteria. All other genes are labeled with grey dots.

**Figure 6:**
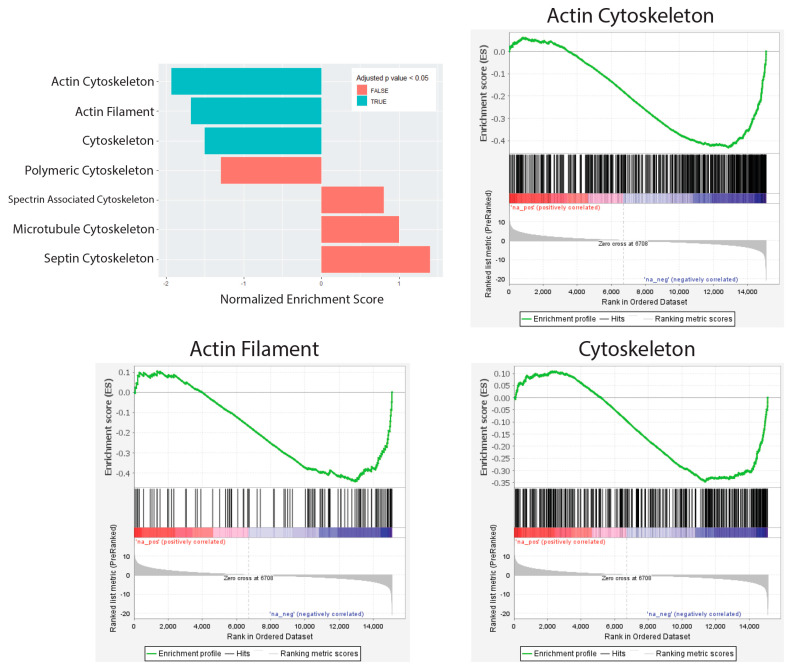
Cytoskeleton gene set analysis. Gene set analysis was conducted on cellular components related to cytoskeleton structure using the molecular signatures database annotated gene sets. Cellular components were significantly enriched for Actin Cytoskeleton (454 genes, NES = −1.930, adjusted *p*-value < 0.0001) (Supplemental Table S2), Actin Filament (106 genes, NES = −1.681, adjusted *p*-value = 0.0034) (Supplemental Table S3), and Cytoskeleton (332 genes, NES = −1.500, adjusted *p*-value = 0.0142) (Supplemental Table S4). Graphical representations of the rank metric score and the running enrichment score are presented for the Actin Cytoskeleton, Actin Filament, and Cytoskeleton gene sets. In the heat bar, red colors indicate upregulated genes and blue colors indicate downregulated genes.

**Figure 7:**
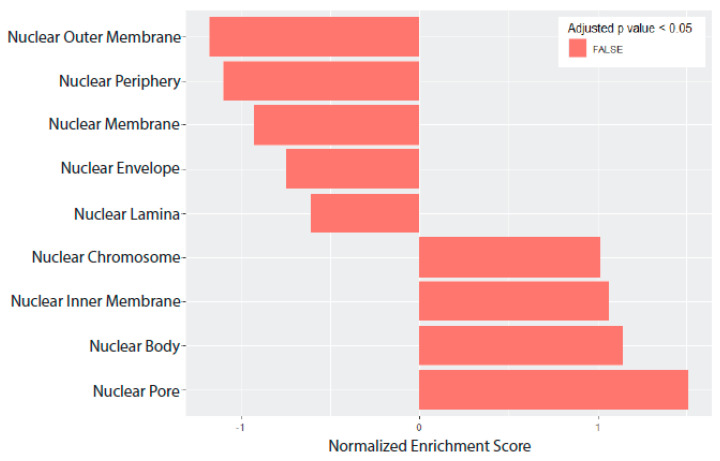
Nuclear gene set analysis. Gene set analysis was conducted on cellular components related to nuclear structure using the molecular signatures database annotated gene sets. No gene set was significantly enriched.

**Table 1:** Top ten downregulated genes with the greatest fold change (log2).

Gene Name	Description	Fold Change (log2)	Adjusted *p*-Value
*LOC690251*	similar to SUMO/sentrin specific protease 5 [Accession Number:1582860]	−10.06	0.0358
*wbp4-ps1*	WW domain binding protein 4, pseudogene 1 [Accession Number:2320129]	−9.73	0.0088
*ENSRNOG00000067245*	Unknown	−9.17	1.135 × 10^−7^
*ccn5*	cellular communication network factor 5 [Accession Number 621867]	−9.05	0.0021
*LOC685989*	hypothetical protein LOC685989 [Accession Number:1587786]	−8.57	0.0074
*lrfn1*	leucine rich repeat and fibronectin type III domain containing 1 [Accession Number:1304707]	−8.02	7.813 × 10^−5^
*hs3st3b1*	heparan sulfate-glucosamine 3-sulfotransferase 3B1 [Accession Number:1307326]	−7.55	0.0011
*xkr4*	XK related 4 [Accession Number:1549780]	−7.49	0.0022
*lypd8*	Ly6/Plaur domain containing 8 [Accession Number:1586251]	−7.46	0.0011
*LOC102549173*	histone H3.2-like [Accession Number:7709329]	−7.40	0.0016

**Table 2:** Top ten upregulated genes with the greatest fold change (log2).

Gene Name	Description	Fold Change (log2)	Adjusted *p*-Value
*lrrc45*	leucine rich repeat containing 45 [Accession Number:1590053]	8.27	0.0343
*cym*	chymosin [Accession Number:708486]	8.26	1.1964 × 10^−11^
*cntn1*	contactin 1 [Accession Number:621300]	7.18	0.0010
*abca17*	ATP-binding cassette, subfamily A (ABC1), member 17 [Accession Number:1560494]	6.93	0.0189
*pah*	phenylalanine hydroxylase [Accession Number:3248]	6.62	0.0137
*arhgef37*	Rho guanine nucleotide exchange factor 37 [Accession Number:1560471]	6.56	0.0137
*lrrc25*	leucine rich repeat containing 25 [Accession Number:1564818]	6.18	9.820 × 10^−15^
*itga2*	integrin subunit alpha 2 [Accession Number:621632]	6.07	0.0164
*ppfia2*	PTPRF interacting protein alpha 2 [Accession Number:1305021]	5.99	0.0251
*col10a1*	collagen type X alpha 1 chain [Accession Number:2371]	5.86	0.0154

**Table 3:** Top 5 over-represented genes in the Cytoskeletal gene set that are downregulated.

Gene Name	Description	Rank in Gene List	Rank Metric Score	Running Enrichment Score
*flna*	Filamin A [Accession Number: HGNC:3754]	15,098	−13.501	0.0006
*myl9*	Myosin light chain 9 [Accession Number: HGNC:15754]	15,097	−13.221	−0.0183
*palld*	Paladin, cytoskeletal associated protein [Accession Number: HGNC:3754]	15,084	−10.851	−0.0360
*myh9*	Myosin heavy chain 9 [Accession Number: HGNC:7579]	15,033	−8.190	−0.0479
*synpo*	Synaptopodin [Accession Number: HGNC:30672]	15,023	−8.037	−0.0587

**Table 4:** Top 5 over-represented genes in the Actin Cytoskeletal gene set that are downregulated.

Gene Name	Description	Rank in Gene List	Rank Metric Score	Running Enrichment Score
*cnn1*	Calponin 1 [Accession Number: HGNC:2155]	15,101	−13.986	0.0004
*flna*	Filamin A [Accession Number: HGNC:3754]	15,098	−13.501	−0.0132
*myl9*	Myosin light chain 9 [Accession Number: HGNC:15754]	15,097	−13.221	−0.0265
*actn4*	Actinin Alpha 4 [Accession Number: HGNC:166]	15,085	−10.932	−0.0388
*palld*	Paladin, cytoskeletal associated protein [Accession Number: HGNC:3754]	15,084	−10.851	−0.0495

**Table 5:** Top 5 over-represented genes in the Actin Filament gene set that are downregulated.

Gene Name	Description	Rank in Gene List	Rank Metric Score	Running Enrichment Score
*flna*	Filamin A [Accession Number: HGNC:3754]	15,098	−13.501	0.0006
*palld*	Paladin, cytoskeletal associated protein [Accession Number: HGNC:3754]	15,084	−10.851	−0.0480
*actn1*	Actinin Alpha 1 [Accession Number: HGNC:163]	15,042	−8.538	−0.0851
*lmod1*	Leiomodin 1 [Accession Number: HGNC:6647]	15,019	−7.929	−0.1149
*tpm2*	Tropomyosin 2 [Accession Number: HGNC:12011]	15,000	−7.515	−0.1428

**Table 6:** Function and role of over-represented genes in cytoskeletal and actin filament sets.

Gene Name	Biological Function and Role	References
*flna*	Molecular scaffold	[63] Feng & Walsh, 2004
*myl9*	Highly expressed in astrocytes Decreases after small molecule reprogramming	[64] Ma et al., 2019
*palld*	Actin cytoskeleton organization Expression in astrocytes vary depending on morphology	[65] Boukhelifa et al., 2003
*myh9*	Actin-binding Crucial for adhesion and cell migration	[66] Asensio-Juárez et al., 2020
*synpo*	Found in postsynaptic densities and dendritic spines May protect F-actin from disruption	[67] Okubo-Suzuki et al., 2008
*cnn1*	Actin filament-associated regulatory protein Typically found in smooth muscle, while other isoforms are found in neuronal tissue	[68] Liu & Jin., 2016 [69] Sankar et al., 2024
*actn1*	Alpha-actin isoform in the spectrin cytoskeleton family	[70] Murphy & Young, 2015
*actn4*	Alpha-actin isoform in the spectrin cytoskeleton family	[70] Murphy & Young, 2015
*imod1*	Actin nucleating protein in astrocytes and neurons May play a role in pathogenesis	[71] Nauen et al., 2020
*tpm2*	Beta-tropomyosin Activated by alcohol and heat-stress	[72] Pignataro et al., 2013

## Data Availability

The data that support the findings of this study are openly available in the Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE309109 (accessed on 22 September 2025), reference number [GSE309109]. Differential expression analysis and gene set enrichment analysis results are uploaded as supplemental material.

## Supplementary Materials

The following supporting information can be downloaded at [https://www.mdpi.com/article/10.3390/cells14211646/s1]. Supplemental Figure S1. Hallmark pathway analysis. Gene set analysis was conducted on Hallmark pathways using the molecular signatures database annotated gene set. Supplemental Table S1. Differential expression analysis. Differential expression analysis results comparing TE-RMSs to planar astrocytes. Supplemental Table S2. Actin cytoskeleton. Gene set enrichment analysis results for the actin cytoskeleton. Supplemental Table S3. Actin filament. Gene set enrichment analysis results for actin filament. Supplemental Table S4. Cytoskeleton. Gene set enrichment analysis results for the cytoskeleton.

## Abbreviations

The following abbreviations are used in this manuscript:

SVZ	Subventricular Zone
NPC	Neural Precursor Cell
RMS	Rostral Migratory Stream
TE-RMS	Tissue Engineered-Rostral Migratory Stream
RNA	Ribonucleic Acid
DIV	Days In Vitro
GFAP	Glial Fibrillary Acidic Protein
PCA	Principle Component Analysis
DE	Differential Expression
NES	Normalized Enrichment Score

How the deposited data were processed for this re-analysis (not part of the article)

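RNA-seq was analysed for 6 libraries of rat cortical astrocytes at 4 days in vitro, 3 from TE-RMSs and 3 from planar cultures. The labels give each library a run, shared by 1 library of each condition, and the methods treat the libraries of one run as a pair. The runs are named here by month.

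The authors trimmed the reads with fastp, quantified them with Salmon against Ensembl v111 on mRatBN7.2, and summarized them by gene with tximeta and biomaRt. The deposited values are estimated counts per gene, not normalized. They were deposited as whole numbers, so the rounding that a count test needs changed nothing. Salmon divides reads shared by similar transcripts by probability, so counts of paralogs and pseudogenes depend on that division, and the non-stranded kit leaves antisense overlaps unresolved. The paper's alignment rate and read trimming are already in these values and were not recomputed.

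Library totals ran from 54601354 to 77277336 counts, with a median of 70478784 in planar and 64537115 in TE-RMS libraries. A floor of 3 counts stands on average for 0.0451 CPM in planar and 0.0473 CPM in TE-RMS libraries, and folds against a condition at or under that floor in every library are given as lower bounds. Over all genes together, counting error was small beside the difference between libraries of one condition. The chi-square per degree of freedom ran from 299 to 418. Counting error was not examined by abundance.

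Genes with at least 10 counts in total (16331 of 23940) were normalized with TMM and tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with default settings, the run as a block and Benjamini-Hochberg adjustment at 0.05. Log2 fold changes use a prior count of 0.125, and standard errors are the log2 fold change divided by the square root of the F statistic. The cutoff for large changes was 3 on the log2 scale. Log2 CPM for components, distances and ratios within runs used a prior count of 2. DESeq2 1.42.0 with the run as a block, the paper's method, was an alternative. On the 1517 genes read from Table S1 its log2 fold changes differed from the printed ones by over 1e-06 for 0 genes. Other alternatives were DESeq2 size factors and upper-quartile scaling, other filters, no block, limma 3.58.1 (voom), a robust fit, thinned counts, each run left out, ashr 2.2.63 shrinkage and other transformations for the components. All but the direction of gene set members under these fits were set before the data were examined.

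The tests were tested on simulated counts with 200 changed genes. With the block, edgeR recovered 67.5% of them among 15707 tested genes, and 15.1% of its 159 calls were unchanged genes, above the nominal rate of the adjustment. DESeq2 with the block recovered 73.5% among 16260 genes, and 31.0% of its 213 calls were unchanged genes. EdgeR without the block recovered 32% with 1.54% false calls, and limma-voom 58% with 7.2%. This was a single draw, with edgeR's dispersions, in which no rarely counted gene was changed. The share of false calls depends on how many genes change, 200 there, while edgeR called 3044 in the real data. These shares therefore do not carry over to the real calls.

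Gene names come only from Table S1, which pairs identifiers with names and of which the 1517 genes with the smallest p-values were read. 1503 of these have a symbol. The RefSeq gene table that was at hand is of another assembly (GRCr8) and gives no Ensembl identifiers, so it matched none. Of the 20 genes of Tables 1 and 2, 4 could be paired with an identifier, and of Robo2 and Ezr only Ezr. The remaining ones are not analysed here by name, and genes without a paired name enter the counts of genes and the ranking by fold change unnamed. Set members were joined by symbol, ignoring case. Under 80% of each cytoskeletal set, and of each nuclear and marker list but that of SRF/MRTF and YAP/TAZ targets (81.0%), could be joined. The planned enrichment scores are therefore not reported for any of them, and the direction of the paired genes was compared instead. Scores for the 3 cytoskeletal sets had also been computed with members located by their printed statistics, and were set aside because names are taken only from tables that pair them with identifiers. Hallmark, microtubule and nuclear sets of the paper were not analysed here.

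Genes named in the text are taken from those the paper names in its results, discussion and tables, where they could be paired, the 5 with the smallest p in each direction among called genes with the same direction in all 3 runs, and members of lists whose result is given. Genes of the Y chromosome and the mitochondrial genome were chosen after their values were seen.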

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

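All tests in this part were chosen after the result was seen, except the comparison of zero counts between libraries of one condition, which was written when the numbers of detected genes were known and its own value was not. The paper's text discusses none of the 3 patterns, although its Figure 3 includes Ddx3.

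Fewer genes had a count in TE-RMS than in planar libraries. In the October run the planar library had 1718 more genes with a count than the TE-RMS library, although its total was smaller. Depth was tested by thinning all libraries to the smallest total, after which the planar library still had at least 523 more genes in each run, so depth alone does not account for the difference. A TE-RMS library of lower complexity, with fewer distinct RNA molecules sampled, was tested among genes with 20 to 100 thinned counts in another library of the same condition. On average 12.3% of these were at 0 in a TE-RMS library and 8.84% in a planar library, a ratio of 1.39. The excess was largest in the October TE-RMS library, at 0 for 19.0% and 23.7% of the genes counted in September and July. The October planar library had 8.61% and 7.39%. Between July and September the TE-RMS pairs had 7.49% and 5.82% and the planar pairs 3.47% and 5.00%. Among genes counted in October, the July and September libraries had fewer zeros in TE-RMS (9.81% and 7.98%) than in planar (16.1% and 12.5%). Lower complexity of the October TE-RMS library would give the largest excess. The pairs went both ways for the July and September TE-RMS libraries, so the ratio says little of those. The planar pairs ran from 3.47% to 16.1%. A real difference of the October TE-RMSs would give the same ratio, so a biological loss of rarely expressed genes cannot be told apart from lower complexity. Preservation before extraction differed between the conditions too.

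The 3 genes of the Y chromosome among the genes read from Table S1 were higher in TE-RMS in every run, Ddx3 by 2.36 (standard error 0.20), Uty by 1.24 (standard error 0.21) and Eif2s3y by 0.87 (standard error 0.17) on the log2 scale, with adjusted p-values from edgeR of 1.96e-05, 0.00145 and 0.00347. A larger share of male cells in TE-RMSs would raise all Y genes by one factor. The 3 log2 fold changes differed by more than their standard errors allow (Cochran's Q, a chi-square test of heterogeneity, p = 5.00e-08), and this rests on Ddx3. Without Ddx3, the same chi-square test gave p = 0.169 for Uty and Eif2s3y, so a larger share of male cells is not excluded. The test treats genes as independent. All 3 were read for their small p-values, so a clear change with one direction in all runs was partly set in advance. Y genes with larger p-values were not read. Ddx3 has a close copy on the X chromosome, and reads shared between the copies could move its value. Reads shared with other genes were not tested for Ddx3, Uty or Eif2s3y. No biological explanation was tested.

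The 7 genes of the mitochondrial genome among the genes read from Table S1 were higher in TE-RMS in every run, with a median log2 fold change of 0.94 and a range from 0.78 to 1.12. They were read for their small p-values, so a clear change with one direction in all runs was partly set in advance. Mitochondrial genes with larger p-values were not read. Their share of all counts was 0.317%, 0.388% and 0.466% in the July, September and October planar libraries and 0.564%, 0.643% and 0.984% in the TE-RMS libraries. Under TMM, DESeq2 size factors and upper-quartile normalization the lowest median was 0.897. These scalings moved the median by only 0.0625. A scaling error would move all genes of a library by one factor. Yet the median log2 fold change of all tested genes was -0.116 under TMM. It was -0.0979 with DESeq2 size factors and -0.160 with upper-quartile normalization. The 7 genes stayed at 0.737 or more, which argues against scaling as the source of their rise over the median gene. Preservation in RNAlater, damage to cells and nuclei during extraction, and nuclear copies of mitochondrial genes were not tested, so a biological rise of mitochondrial transcripts cannot be told apart from them.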

How the results depend on the processing

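The number of differentially expressed genes was within 1.5 times of 3044 under every alternative but one. With no replicate block it was 1441 (733 lower, 708 higher), and the pairing of libraries by run, shown by correlated deviations of same-run libraries, is the difference between these fits. DESeq2 with the replicate block gave 4008. Across the 3 fits that each left out one run, the genes called ran from 2081 to 3210, the lower genes from 956 to 1622 and the higher genes from 1046 to 1588. Leaving out a run leaves 2 libraries per condition, which was not simulated. On 6 simulated libraries, DESeq2 recovered 73.5% of the changed genes and edgeR 67.5%, and 31.0% and 15.1% of their calls were unchanged genes. Only 200 genes, none rarely counted, were changed in that draw, so these shares do not carry over to the 3044 and 4008 calls. Scaling moved the share of lower genes among calls from 49.8% to 47.9% with DESeq2 size factors and to 54.7% with upper-quartile normalization.

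The genes past 3 log2 units, 93 lower and 39 higher, moved most. No replicate block gave 55 and 25. DESeq2 with the replicate block gave 256 and 91, DESeq2 with no replicate block 159 and 62, and limma-voom 147 lower genes. Shrinking DESeq2's log2 fold changes with ashr gave 54 and 25, and a 3-fold linear cutoff 520 and 182. Leaving out one run gave from 59 to 160 lower and from 37 to 47 higher genes. Of the 221 genes that only DESeq2 called, 187 had a library with 0 counts. Whether rare counting caused the move with DESeq2 was not settled, and the cause of the other moves was not tested.

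The log2 fold change of Ezr stayed between 0.71 and 0.83. Its adjusted p ran from 8.71e-05 to 0.0524, and was above 0.05 only with no replicate block, at a log2 fold change of 0.77. Genes differing between runs numbered 525 in the edgeR test, 223 with filterByExpr and 1281 with DESeq2's likelihood ratio test. The cause was not tested.

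PC1 held 50.2% with the variance stabilizing transformation, 42.2% with the 500 most variable genes and 41.1% with filterByExpr, against 36.2%. PC2 held 19.8% with the variance stabilizing transformation and 21.4% with scaled genes, against 25.5%. With one run left out, PC1 ran from 44.9% to 50.7% and PC2 from 33.0% to 36.6%, where fewer libraries leave fewer components. The first split of the tree put 6 libraries with their own condition, and 4 with average linkage or with the 500 most variable genes. Any split that sets a single library apart also counts as 4, and average linkage set only the October TE-RMS library apart. The cause was not tested.

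For the 27 other named genes, 292 of the values under fits with all runs kept their side of the threshold and 5 became weaker, all with no replicate block. With one run left out 79 did and 2 became weaker, both for Lrfn1. None of these values changed direction. The 27 values with a prior count of 2 reused the adjusted p-values of the main fit, so they could not change side. The genes were chosen for small p-values or because the paper names them, so these counts say little of other genes. The number of lower genes among the paired members of each of the 3 sets was the same in every fit, alternatives chosen after seeing the data, but these genes were selected for small p-values, so this shows no stability. The number of genes detected was within 1.5 times under its 3 other rules. The enrichment scores of the sets and of the nuclear and marker lists, with their alternatives, and the log2 fold change of Robo2 are not reported, since too few genes were paired with identifiers and Robo2 was not.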

Differences from the paper's values

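The number of genes lower in TE-RMS by over 3 log2 units was 93 with edgeR's quasi-likelihood test against the paper's 256, and the number higher was 39 against the paper's 91. DESeq2 with the replicate block, which the paper's methods name, gave 256 and 91. DESeq2 with no replicate block gave 62 higher genes, within 1.5 times of the paper's number, and 159 lower genes, which is not. The remaining alternatives set before the data were examined left both differences open. The same DESeq2 fit gave the paper's 4008, 2076 and 1932 genes.

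Adjusted p-values of the paired genes of Tables 1 and 2 were larger with edgeR. For ENSRNOG00000067245 it was 0.00454 against the paper's 1.135e-07, for Cym 0.000403 against the paper's 1.1964e-11 and for Lrrc25 0.000350 against the paper's 9.820e-15. For Lrfn1 it was 0.0229 against the paper's 7.813e-05. DESeq2 with the replicate block closed all 4 gaps, at 1.14e-07, 1.20e-11, 9.82e-15 and 7.81e-05. DESeq2 with no replicate block gave 6.10e-05 for Lrfn1, within 1.5 times of the paper's value, and 7.29e-08 for ENSRNOG00000067245, which is smaller than the paper's value. It left the gaps of Cym and Lrrc25 open, at 3.31e-08 and 9.07e-10. None of the other alternatives set before the data were examined closed any of them.

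The paper gives ezrin a p under 0.0001, where the adjusted p from edgeR was 0.00501 and that from DESeq2 with the replicate block 8.71e-05. The paper states that PC1 and PC2 together hold over 70% of the variance, where PC1 and PC2 of log2 CPM held 61.7% and those of variance stabilized values 70.0%. It states that PC2 separates all runs, where the July and September scores on log2 CPM overlapped and those on variance stabilized values did not. It presents the genes of its Tables 1 and 2 as significantly changed, where edgeR's test called 5 of the 10 most lower and 3 of the 10 most higher genes in the same ranking by DESeq2, and DESeq2 with the replicate block called all of them.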

Other observations

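The tests on DESeq2-only genes, on gene lists and on the numbers of lower and of higher genes were chosen after the result was seen. The remaining tests were written before their own value was seen, when the counts of genes in the real split were already known.

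Swapping the labels of the libraries within one run gives 3 other splits that part each run pair, 4 with the real one. Only 1 of the 4, the real split, gave as many differentially expressed genes as 3044, and the same held for 1516 lower, 1528 higher, 93 lower and 39 higher genes past 3 log2 units. The 3 other splits called 0 genes, with 104, 38 and 53 genes at an unadjusted p under 0.05 against 4828 in the real one. With 4 splits the share cannot go under 0.25. A swap in one run also leaves the difference between conditions in the residual of the other splits, which keeps their calls low, so this test cannot tell these counts from chance in either direction.

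More genes were lower than higher among changes past 3 log2 units. If TE-RMS libraries of lower complexity caused it, the excess would be found among rarely counted genes alone. Above the median count 24 of 37 genes were lower (64.9%, exact binomial test, two-sided, p = 0.0989), and at or below it 69 of 95 (72.6%). A difference between the 2 shares was not shown (Fisher's exact test, p = 0.401). With DESeq2 the shares were 58.3% and 75.6% (Fisher's exact test, p = 0.0432). The excess cannot be told apart from lower complexity.

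Genes over 3 log2 units that only DESeq2 called may be rarely counted genes carried by a few libraries. Of these 221 genes, 170 (76.9%) had the same direction in all 3 runs, against all 126 that edgeR also called (Fisher's exact test, p = 1.28e-11). This is as the explanation predicts, but both tests use the same counts, and a test with the run as a block favours genes with one direction in all runs.

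Among named genes, 16 of 17 SRF/MRTF and YAP/TAZ targets were lower (Fisher's exact test against the other named genes, p = 0.000259), 15 of 15 Nrf2 targets were higher (p = 2.45e-05) and 11 of 11 TGF-beta targets were lower (p = 0.000947, each by Fisher's exact test). Each of these genes had its direction in all 3 runs. These are the 3 smallest p-values of 16 lists tested, and adjusted over all 16 they were 0.00207, 0.000392 and 0.00505. The other 13 lists, of cell types, nuclear structure and other responses, had p-values of 0.0621 or more by Fisher's exact test. None had more than 5 named genes, and 0.0621 is what 5 of 5 lower genes gave, so these tests cannot show that those lists were unchanged. Mural and fibroblast genes and immediate early genes were each 5 of 5 lower, and lamina and LINC complex genes 4 of 4. Nuclear pore, neuron and sex-linked genes were each 2 of 2 higher. The remaining lists were split or had at most 1 named gene. The lists were written after Figure 3 and part of Table S1 had been read and include genes of the figure, some lists share genes, and the genes are those with small p-values. Only 75% of the Nrf2 and 73.3% of the TGF-beta list could be paired, so those tests are void as tests of the lists. The tests therefore cannot tell a change of these pathways from the choice of genes. A candidate explanation, for new samples to test, is lower mechanical signalling and higher antioxidant expression in TE-RMSs.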
